A study of Homo sapiens with 2 samples. Its data were reported in "Genome-wide alterations of uracil distribution patterns in human DNA upon chemotherapeutic treatments" (2020).

How the data were processed

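H3K36me3 chromatin immunoprecipitation was done on HCT116 cells that express UGI, either left without drug or kept in RTX at 100 nM over 48 h, with 1 library per group and the treatment taken from the sample labels. The submitters' processing notes name BWA 0.7.17-r1194, SAMtools 1.9-50, Picard, deepTools 3.2.1 and MACS2, and the GRCh38 genome. Per the study's methods, paired-end reads were aligned, ambiguous reads and a blacklist made for HCT116 were removed, and the authors called broad peaks in each library with MACS2 against an input control from a public database. The peak names in the files carry another control label, so which control was used is not certain. The study's supplement lists more sequenced reads for the RTX library than for the non-treated library. No spike-in was described.

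The deposited files give the position of each broad peak and a score. The authors' score is a peak value made by the caller, a multiple of the mean −log10 q over the peak, and it was used only to rank or filter peaks within a list. The files hold no read counts or fold enrichment. Peaks within a file did not overlap each other. Chromosomes 1 to 22 and X were used, and peaks elsewhere are counted in the closing section. Every sequence name in the files was found in the GRCh38 reference and no peak ran past a sequence end. Coordinates are 1-based.

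Covered lengths, overlaps and differences of the peak sets were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, and drawn with matplotlib 3.10.9. A peak was shared when at least 50% of its length lay in peaks of the other library, and the share has a 95% Clopper-Pearson interval. The Jaccard index was set beside 100 circular shifts of the RTX peaks. Gene bodies, exons and start sites came from the GENCODE annotation of GRCh38. The covered share of a gene is the percent of its body, introns included, that lies in peaks. Protein-coding genes of at least 5 kb were measured and called marked at 50%. Overlapping genes share peaks, so a peak cannot be assigned to either gene.

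For each gene list, the mean difference between RTX and non-treated covered share was given a percentile among 10000 random lists of the same size, drawn with replacement from genes in the same of 10 classes of mean coverage and 5 classes of length. The lists were fixed before the data were examined. They covered p53 targets, thymidylate, folate and nucleotide metabolism, uracil and base excision repair, mismatch repair, DNA damage and double-strand break repair, replication, G2 and mitosis, H3K36 methylation, interferon response, secretory genes of senescence, colon epithelium, ribosomal proteins, respiratory complex I, chromosome 19 zinc finger genes, and markers of neuron, liver, blood, fibroblast and muscle. A member marked in either library was counted as above or below when it departed by at least 10 points from the median difference of all marked genes. The named genes were the 10 largest differences each way among genes of at least 10 kb whose sign held with stricter and with length-matched peaks, up to 2 each way per list, and ACTB, SETD2, CDKN1A, MDM2, TYMS, UNG and DUT. Length matching drops only RTX peaks, so a gene lower in RTX keeps its sign with it by construction. A few genes that this rule names are not reported here.

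The interval operations were tested on simulated data and differed from base-by-base counts in 0 of 50 sets. With differences shuffled among matched genes of the real RTX and non-treated comparison (17200 genes) and 15 points added to 200 of them, 8 of 8 changed lists of 25 genes passed percentile 97.5, and 4.25% of 400 unchanged lists fell outside the central 95%. The shuffling used the same classes as the matching. These rates therefore may not hold for lists whose genes share other traits, such as GC content. The raised genes were all of intermediate coverage. The added 15 points are more than any list reported below stood above its random median. Detection of smaller differences was not tested. Alternatives planned before the data were examined were a score of at least 20, peaks of at least 1 kb, peaks joined across gaps of up to 1 kb, other overlap, marking and length thresholds, the list median, all sequences, and leaving out chromosome X. Length matching by score, leaving out X with segments taken as gained in HCT116 from general knowledge of its karyotype, and matching lists on GC content were added after the data were seen. With 1 library per group no p-value was computed.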

Results

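H3K36me3 is a histone mark laid down along transcribed gene bodies by SETD2. It was mapped by chromatin immunoprecipitation and sequencing in HCT116, a human colon carcinoma line, made to express UGI, a peptide inhibitor of the uracil-DNA glycosylase UNG. The non-treated cells were compared with cells treated with raltitrexed (RTX), a thymidylate synthase inhibitor, at 100 nM for 48 h. Each group had 1 library, so no value below has a replicate error and no test between the conditions was possible. The data are broad peaks that the authors called in each library separately, and the number of reads behind them is not used here. The comparison asked whether the drug changed where this mark lies in the genome.

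The mark occupied more of the genome in the RTX library than in the non-treated library, in peaks that were wider and only somewhat more numerous. On chromosomes 1 to 22 and X, the non-treated library had 90788 peaks over 99.5 Mb and the RTX library had 103709 peaks over 223 Mb. These lengths are 3.42% and 7.65% of the known bases, a ratio of 2.24. The mean ratio over the 22 autosomes was 2.32 ± 0.384 (SD over chromosomes). The median peak width was 674 bp in the non-treated and 1005 bp in the RTX library. Peaks of at least 10 kb numbered 427 and 3514, and the widest peaks spanned 41.6 kb and 107 kb. The authors' score had a median of 20 in the non-treated and 21 in the RTX peaks. Because peaks were called in each library on its own, a covered length depends on the sensitivity of that library as well as on the mark.

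Most bases marked in non-treated cells were also marked after RTX, whereas with all peaks most RTX bases were covered in that library alone. The shared bases came to 77.4 Mb, which is 77.9% of the non-treated and 34.8% of the RTX covered length. With RTX peaks reduced by score to the non-treated covered length (length-matched), both shares were 50.4%. Circular shifts of the RTX peaks within each chromosome covered only 10.6% ± 0.609 (SD, 100 shifts) of the non-treated bases. The Jaccard index of the peak sets was 0.316, against 0.0337 ± 0.00201 (SD) for the shifted peaks. It ranged from 0.110 on chromosome X to 0.503 on chromosome 19. Of the non-treated peaks, 62.4% had at least 50% of their length in RTX peaks (95% Clopper-Pearson interval 62.1 to 62.7%). Of the RTX peaks, 18.1% met the same criterion in the other direction (interval 17.9 to 18.4%). These intervals cover counting error only. The 28313 non-treated peaks that touched no RTX peak had a median width of 416 bp, and the other 62475 a median of 840 bp.

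Both peak sets lay mainly in the bodies of protein-coding genes, in exons beyond their share of the genome, and seldom at transcription start sites. Protein-coding genes held 84.7% of the non-treated and 89.4% of the RTX bases, against 44.7% of the genome. Exons away from start sites held 15.4% and 14.3%, against 3.41% of the genome. Bases within 1 kb of a start site made up 0.873% and 0.759%, below the 1.26% of the genome. Shared bases were the most genic at 92.1%, followed by RTX-only bases at 88.0%. The 22 Mb covered only in non-treated cells were less genic, with 58.8% in protein-coding genes and 30.4% between genes. Shared bases had a GC content of 50.1%, RTX-only bases 45.4%, non-treated-only bases 48.9% and the genome 40.9%. Within coding genes the RTX to non-treated ratio of covered share was 9.16 in 1 kb bins of the lowest GC class and 1.44 in bins of at least 60% GC.

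**Figure D1:**
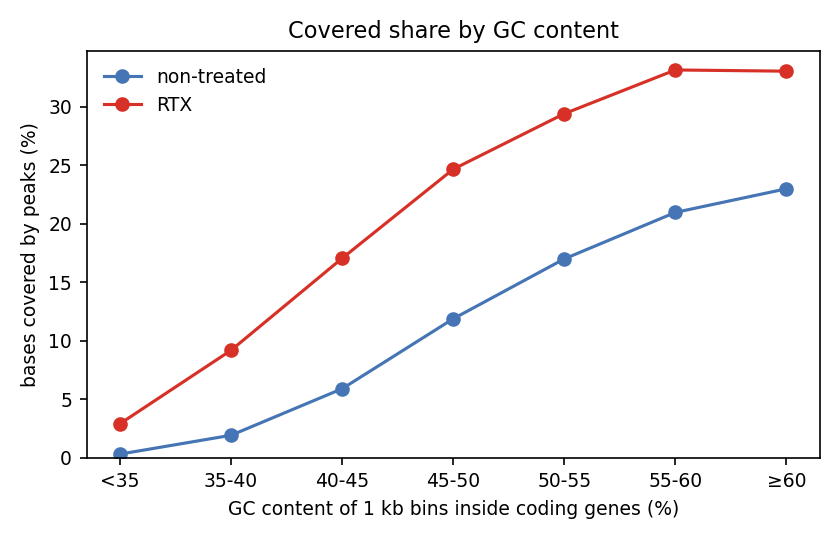
Share of bases covered by H3K36me3 peaks (%) in 1 kb bins lying wholly inside protein-coding genes, by GC content of the bin (%), with 1 line per library. The RTX line lies above the non-treated line in every class, from 2.91% against 0.318% in the lowest to 33.0% against 23% in the highest.

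Along genes, the mark was low at the start, climbed through the body and fell off past the end in both libraries. In the 1374 genes marked in both, where marked means that peaks covered at least 50% of the body, the leading twentieth of the body was covered to 7.10% in non-treated and 14.2% in RTX cells. Coverage peaked in the later part of the body, at 81.9% and 96.4%. In the 3156 genes marked only in RTX, the non-treated profile had the same shape at a lower level, with a maximum of 37.1% against 79.5% in RTX. These genes were picked by their coverage, so the heights follow in part from that choice.

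**Figure D2:**
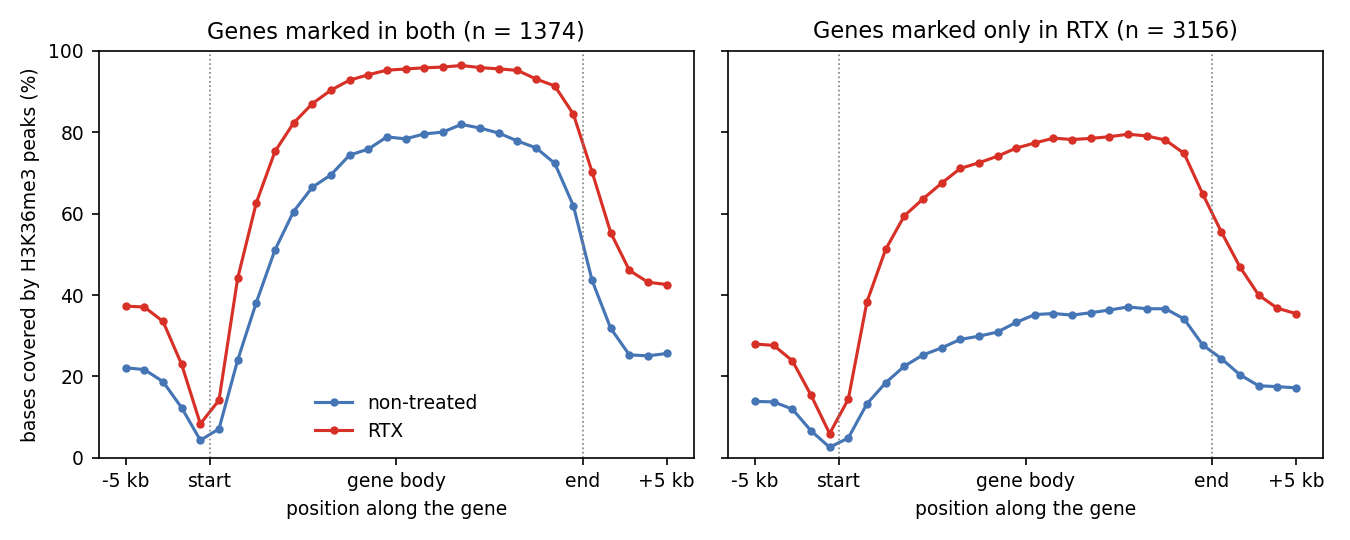
Mean share of bases covered by H3K36me3 peaks (%) in 20 equal bins of the gene body and in 1 kb bins of the 5 kb flanks, for the 1374 genes marked in both libraries (left) and the 3156 marked only in RTX (right). The lines are the non-treated and RTX libraries. Both show a low at the gene start and a broad maximum in the later part of the body.

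More genes carried the mark over most of their body in the RTX library, and nearly all genes marked in non-treated cells stayed in that set. Of 17200 protein-coding genes of at least 5 kb, 1400 were marked in non-treated and 4530 in RTX cells. Of these, 1374 were marked in both, 26 only in non-treated and 3156 only in RTX cells. Of the 3156 genes marked only in RTX cells, 3135 (99.3%) also had a peak in the non-treated library. The median covered share of these 3156 genes was 29.3% in non-treated and 66.7% in RTX cells. Most of them therefore crossed the marking threshold rather than gaining a first peak. Among the most fully covered long genes in both, chosen after their values were seen, were the kinase gene MAP2K2 (96.0% and 98.9%), the integrin gene ITGB4 (94.1% and 98.5%) and the Fanconi anemia gene FANCA (89.7% and 99.0%). The mean covered share over all 17200 genes was 14.1% in non-treated and 28.3% in RTX cells. Across genes, which are not independent replicates, the shares had a Pearson correlation of 0.866 and a Spearman correlation of 0.886. When the RTX peaks were reduced by score to the non-treated covered length, an alternative chosen after the data were seen, 209 genes were marked only in non-treated and 1269 only in RTX cells.

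**Figure D3:**
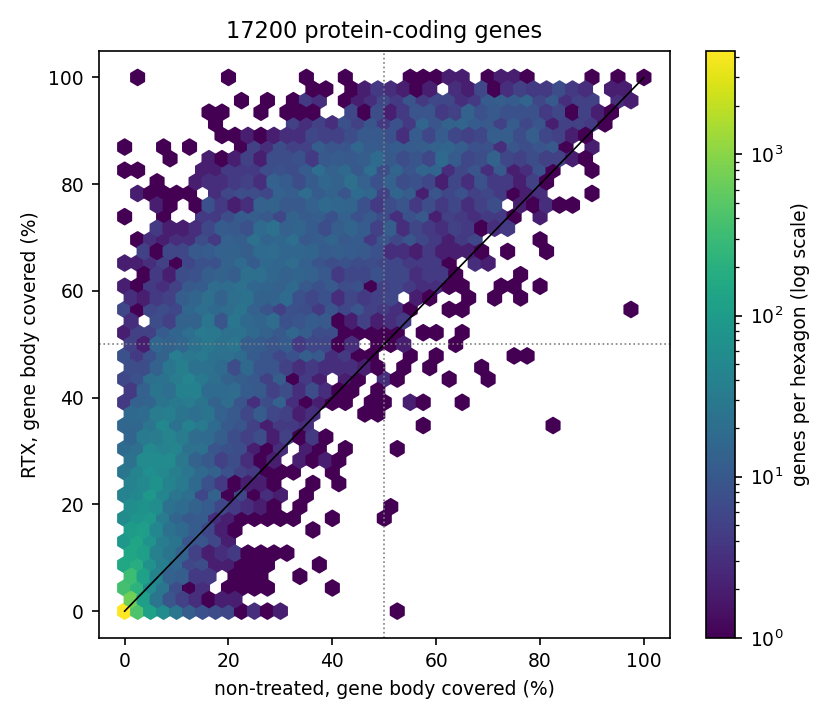
Share of the gene body covered by H3K36me3 peaks (%) in the non-treated (x axis) and RTX (y axis) libraries for 17200 protein-coding genes, as counts per hexagon on a log colour scale. The diagonal marks equal shares and the dotted lines mark 50%. Most genes lie above the diagonal, with 12092 higher and 2217 lower in RTX.

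The 10 largest gains among genes of at least 10 kb that kept their sign with stricter and with length-matched peaks lay between 66.0 and 83.7 percentage points. RBM4B, an RNA-binding protein gene (chromosome 11, 66664998 to 66677887, GRCh38), had no covered base in non-treated cells and 83.7% in RTX cells, and it overlaps another coding gene. EIF5, a translation initiation factor gene that also overlaps another (chromosome 14, 103333544 to 103345025), went from 7.33% to 79.7%. SMU1, a splicing factor gene (chromosome 9, 33041765 to 33076674), went from 15.1% to 85.2%. MCM10, needed to start replication (chromosome 10, 13161558 to 13211110), went from 27.3% to 94.4%. DGUOK, the mitochondrial deoxyguanosine kinase gene (chromosome 2, 73926826 to 73958961), went from 11.8% to 79.0%. MRPL39, CSNK2A2, YBX1, CAV1 and GGCX were higher by 69.1, 66.7, 66.3, 66.2 and 66.0 percentage points. With length-matched peaks the differences of MRPL39, DGUOK, CSNK2A2 and YBX1 were 28.2, 27.1, 30.9 and 35.1 points. The differences in the other direction were smaller with all peaks, and several depended on the peaks used. Length matching drops only RTX peaks, so it could not reverse them, and only the stricter peaks could. WNK4, a kinase gene of renal salt handling (chromosome 17, 42780610 to 42797066) that overlaps another gene, had 57.8% in non-treated and 38.5% in RTX cells, or 8.64% in RTX with length-matched peaks. MXD4, a MYC antagonist gene (chromosome 4, 2247432 to 2262109), had 62.2% and 43.3%, with no RTX coverage when length-matched. The Polycomb gene CBX6 (chromosome 22, 38861422 to 38872249) had 80.03% and 61.7%. IFITM10, CCL17, ENSG00000277971, SYT3, MAFA, SIGIRR and FAM78A were lower by between 14.5 and 19.1 points, from at most 26.6% in non-treated cells. IFITM10 and ENSG00000277971 each overlap another gene. With stricter peaks the differences were -10.5 points for CCL17, -9.98 for ENSG00000277971, -2.02 for SYT3 and -0.539 for FAM78A.

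Of 7 genes fixed for the drug's action, the mark and the study's qPCR check, each had a higher share in RTX cells, as did 12092 of all 17200 genes. The difference of DUT turned with length-matched peaks, which can only lower RTX coverage. TYMS, the drug's target (chromosome 18, 657653 to 673578), had 27.6% in non-treated and 56.7% in RTX cells. DUT, which removes dUTP (chromosome 15, 48331011 to 48343373), had 7.94% and 54.8%, but no RTX coverage with length-matched peaks. UNG, the glycosylase that UGI blocks (chromosome 12, 109097597 to 109126725), had 26.7% and 49.0%. TYMS and UNG each overlap another gene, so their peaks cannot be assigned to them alone. The p53 targets CDKN1A (chromosome 6, 36676460 to 36687337) and MDM2 (chromosome 12, 68808177 to 68845544) had 35.8% and 75.6%, and 33.2% and 81.7%. SETD2, the writer of the mark (chromosome 3, 47016428 to 47164113), had 9.98% and 40.8%, but 14.2% in RTX with length-matched peaks. ACTB, the actin gene of the study's qPCR check (chromosome 7, 5526409 to 5563902), had 9.53% and 13.3% of an annotated span of 37.5 kb. A share of the whole span cannot show how fully a shorter part of it was covered.

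The lists for G2 and mitosis, for replication and S phase, and for DNA damage signalling and double-strand break repair differed by more than other genes of like coverage and length. The G2 and mitosis list averaged 24.1% in non-treated and 63.2% in RTX cells, a difference of 39.1 points against a median of 28.2 in 10000 matched random lists (percentile 100.0). TOP2A went from 24.9% to 88.6% and TPX2, a spindle assembly factor gene, from 25.5% to 88.7%. The replication and S phase list averaged 40.7% and 75.7% (percentile 99.9), led by CDC45 at 24.9% and 87.8% and CLSPN at 20.1% and 77.6%. The list of DNA damage signalling and double-strand break repair averaged 23.6% and 59.4% (percentile 99.98), with FANCD2 at 31.5% and 89.3% and XRCC5 at 21.6% and 79.1%. Every measured member of the G2 and mitosis and the replication lists was higher in RTX, as were 25 of the 26 in the repair list, LIG4 having no peak in either library. With random lists also matched on GC content, chosen after the data were seen, these lists stood at percentiles 99.5, 99.8 and 98.1. The random medians were then 33.7, 28.2 and 32.3 points, against 28.2, 26.7 and 29.0 without GC matching. The list differences were 39.1, 34.9 and 35.8 points, so part of each excess over random lists went with GC content. The thymidylate, folate and nucleotide list averaged 32.0% and 65.2% (percentile 98.4), with DCTD at 19.3% and 80.9% and MTHFD1 at 28.7% and 86.1%, but its percentile was between 91.3 and 95.5 under 4 alternatives, GC matching among them. With length-matched peaks the mean differences were 22.3 points for G2 and mitosis, 26.3 for replication, 17.1 for DNA damage repair and 16.7 for the thymidylate list, and those of CDC45 and MTHFD1 were 33.0 and 34.3 points. Of the genes named for these lists, FANCD2 and MTHFD1 each overlap another gene. The percentiles describe these 2 libraries only.

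A further 6 lists with substantial coverage were higher in RTX cells by an amount within the central 95% of matched random lists. With length-matched peaks, 3 of them lay above that range, the p53 targets at percentile 99.8, mismatch repair at 98.8 and respiratory complex I at 98.01. The p53 targets averaged 27.1% and 54.2% (percentile 95.5), with DDB2 at 32.2% and 91.7% and POLH at 23.8% and 81.6%. Of the 14 targets marked in either library, 5 exceeded the median difference of marked genes, 33.5 points, by at least 10 points and 3 fell short of it by as much. The mismatch repair list averaged 13.9% and 45.2% (percentile 93.1), with EXO1 at 6.88% and 70.9%. Uracil and base excision repair genes averaged 24.4% and 55.5% (percentile 76.8), with PARP2 at 30.5% and 85.1% and PARP1 at 29.1% and 83.1%. Writers, erasers and readers of H3K36 methylation averaged 23.7% and 47.9% (percentile 36), with NSD2 at 27.9% and 88.7% and KDM2A at 22.5% and 61.5%. Respiratory complex I genes averaged 30.1% and 54.2% (percentile 50.3), with NDUFS1 at 32.2% and 80.5%. Ribosomal protein genes averaged 38.5% and 59.1% (percentile 35.6), with RPS23 at 24% and 87.1%, and this list stood at percentile 0.20 with GC matched. Of the genes named here, POLH and RPS23 each overlap another gene. With length-matched peaks the mean differences were 18.1 points for p53 targets, 12.4 for mismatch repair, 2.64 for uracil and base excision repair, 8.71 for H3K36 methylation, 13.7 for complex I and 12.5 for ribosomal proteins, and those of EXO1 and KDM2A were 32.6 and 11.8 points.

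Zinc finger genes of chromosome 19 and lists of other tissues had smaller differences. The 243 zinc finger genes averaged 15.5% and 26.9%, below all 10000 matched random lists (percentile 0.00), although this percentile was 26.0 with length-matched peaks. The random lists drew on all chromosomes, and chromosome 19 had the lowest RTX to non-treated ratio of covered length, 1.53. Zinc finger genes on other chromosomes, chosen after the data were seen, stood at percentile 26.4, and at 1.01 with GC matched. The low rank of the list therefore cannot be told apart from a trait of chromosome 19. ZNF358, which overlaps another gene, had 20.8% in non-treated cells and none in RTX cells, but no covered base in either with stricter peaks. ZNF324B had 19.2% and 93.9%, but with length-matched peaks its RTX coverage was 0. The interferon list averaged 10.1% and 16.3% (percentile 7.94), with OAS3 at 20.1% and 60.7% (11.5% in RTX with length-matched peaks), STAT2 at 49.6% and 80.7%, and IRF9 lower at 77.2% and 48.8%, a direction that turned with stricter peaks. IRF9 overlaps another gene. The colon epithelium list averaged 9.53% and 19.4% (percentile 4.87), with KLF5 at 6.72% and 49.8% and CDH1 at 27.1% and 68.1% (38.3% in RTX with length-matched peaks), but MUC2 at 8.54% and 2.41%. Secretory genes of senescence averaged 8.98% and 14.6% (percentile 47.0), with no peak in IL6 or IL1B. Markers of other cell types had little coverage. Neuron genes averaged 4.65% and 7.21% (percentile 0.61, and 11.1 with GC matched), liver genes 1.1% and 2.09% (percentile 26.0), blood and immune genes 1.56% and 4.47% (percentile 57.8), fibroblast genes 4.26% and 5.99% (percentile 34.5) and muscle genes 2.02% and 1.53% (percentile 0.50, and 30.7 with stricter peaks). An exception was COL1A1, at 61.0% and 78.7%, whose RTX coverage was 0 with length-matched peaks. The mean differences of most of these lists turned negative with length-matched peaks, at -0.144 points for the zinc finger genes, -0.613 for interferon, -2.02 for colon, -3.92 for neuron, -1.10 for liver, -1.22 for blood and -4.23 for fibroblast genes, while the secretory list kept 4.40 points. Length matching only takes away RTX coverage, so it can only lower a difference. With stricter peaks the liver difference was -0.316 and the muscle difference 0.285 points.

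**Figure D4:**
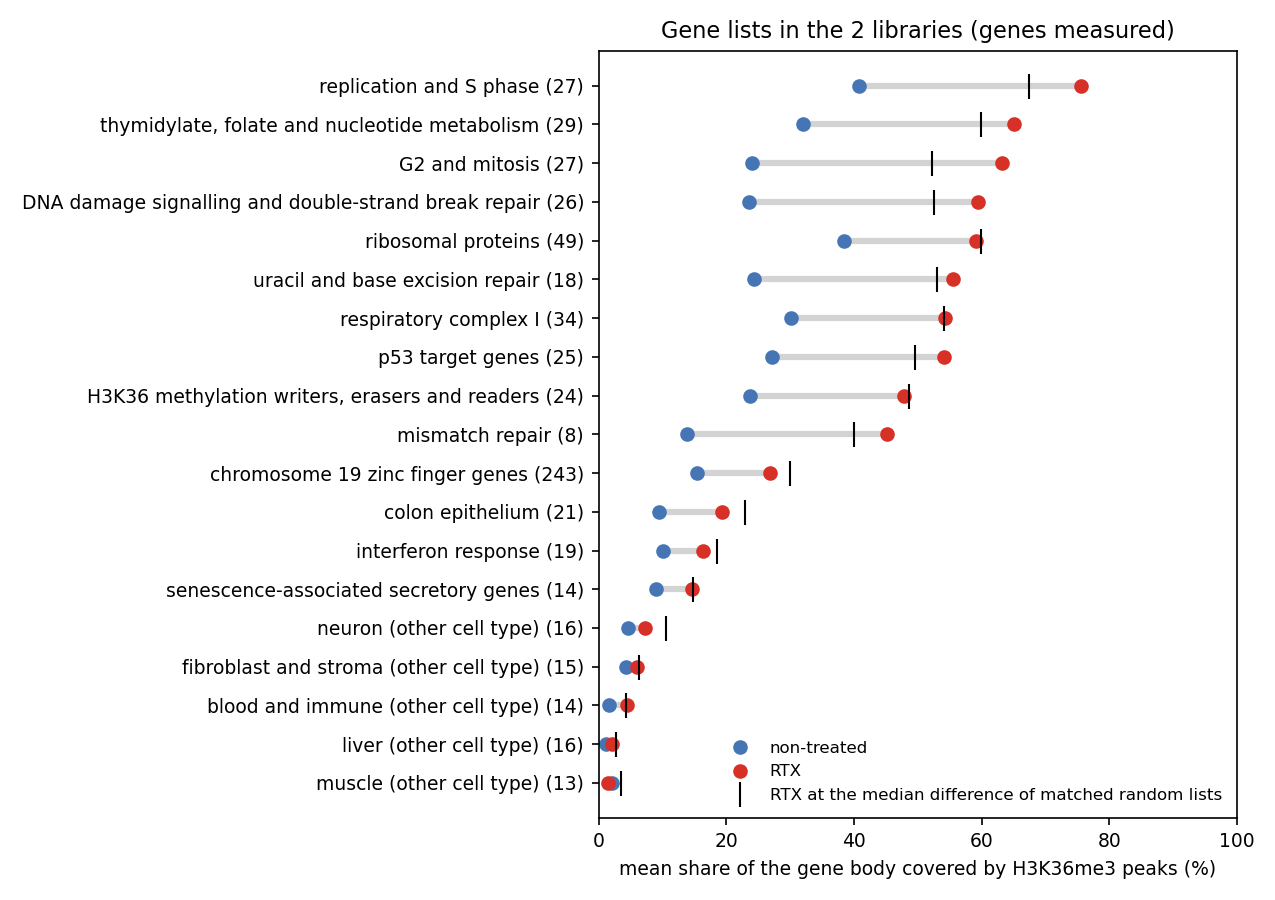
Mean share of the gene body covered by H3K36me3 peaks (%) for each gene list in the non-treated and RTX libraries, with the number of genes measured in brackets. Black ticks show the non-treated mean plus the median difference of 10000 random lists matched on coverage and length. The G2 and mitosis list lies to the right of its tick, at 63.2%, and the chromosome 19 zinc finger list to the left, at 26.9%.

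Chromosomes differed strongly in coverage, in the same order in both libraries at the extremes. Chromosome 19, the richest in coding genes by length, was covered to 16.0% in non-treated and 24.5% in RTX cells, followed by chromosome 17 with 11.1% and 20.5%. Chromosome X had 267 and 910 peaks, which covered 0.130% and 0.767% of it. None of its 656 genes was marked in non-treated and 14 were in RTX cells. Of 2921 windows of 1 Mb, 2091 were covered more in RTX and 725 less, and the Pearson correlation across windows was 0.944. The largest gain was on chromosome 3 from 47000001 to 48000000, from 21.6% to 51.6%, a window that holds SETD2, SMARCC1 and PTPN23. It was followed by chromosome 22 from 31000001 to 32000000, with EIF4ENIF1 and SFI1, from 24.5% to 53.5%. The largest loss was on chromosome 21 from 10000001 to 11000000, from 17.2% to 11.4%. TPTE, the only coding gene measured there, was marked in neither library. Mappability of this window was not tested, so the loss cannot be read as a change of the mark.

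**Figure D5:**
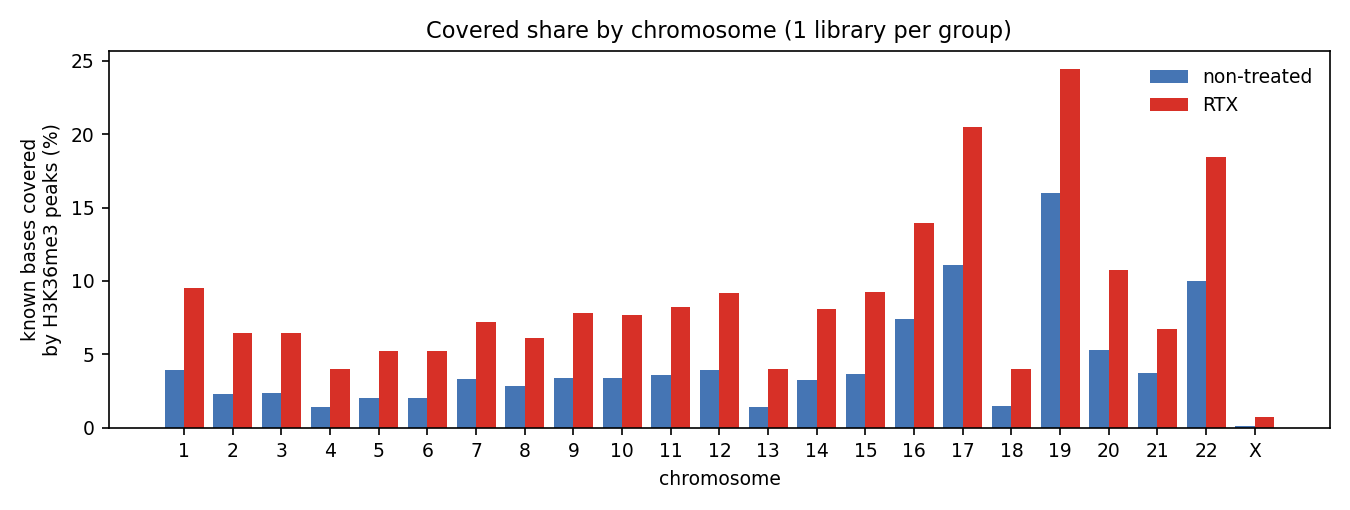
Share of known bases covered by H3K36me3 peaks (%) on each chromosome, with 1 bar per library. Chromosome 19 is the highest in both libraries, at 16.0% and 24.5%, and chromosome X the lowest, at 0.130% and 0.767%.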

Values the study reported

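The study treated UGI-expressing cells with 100 nM RTX for 48 hr before immunoprecipitation. It stated that the H3K36me3 profiles of treated and non-treated cells showed no substantial difference, without a number in its text. It drew this from Pearson correlation of fold change tracks, a measure unlike the peak coverage compared here. It added that these profiles differed no more than replicates of the public data did. The study also scored the overlap of its uracil-enriched regions with its own H3K36me3 peaks from both conditions. It reported that these scores matched the other corresponding scores well. It used the H3K36me3 data together with its uracil profiles and 22 public ChIP-seq experiments from HCT116 to define 25 genomic segments.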

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

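Some peaks lay outside chromosomes 1 to 22 and X, on sequences that no comparison of the report used. They numbered 540 in the non-treated and 423 in the RTX library and covered 0.666 Mb and 0.568 Mb. They were listed because they are signal in data left out of the main measurement, and their source was not tested.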

How the results depend on the processing

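No paired analysis was possible because each group has 1 library. The planned minimum fold enrichment was not run, since the files hold no fold. Length matching by score, leaving out X and segments taken as gained, and matching on GC were chosen after the data were seen. Of 676 values under alternatives, 133 moved and 12 changed direction, and the cause was not tested unless named. Some of the others could not move. Genes outside X and the segments taken as gained keep their values when these are left out, and a marking threshold cannot alter a correlation. Genes named for the largest differences were also chosen for keeping their sign. The counts therefore do not measure stability. With a score of at least 20, the ratio of peak numbers was 1.31 and of covered lengths 2.75, the Jaccard index 0.293, shared peaks 69.2% (non-treated) and 15.7% (RTX), coding-gene shares 89.1% and 92.1%, and 1 list lay below the random range. With peaks of at least 1 kb, the ratios were 1.84 and 2.85, the Jaccard index 0.294, shared peaks 82.8% and 16.9%, and coding-gene shares 90.4% and 91.4%. With peaks joined within 1 kb, the ratios were 1.17 and 2.16, the Jaccard index 0.331, shared peaks 60.8% and 18.6%, and the non-treated coding-gene share 85.0%. Without X and those segments, the ratios were 1.16 and 2.28, the Jaccard index 0.311, RTX peaks shared 17.7% and the RTX coding-gene share 89.6%. Length-matched by score, which keeps only the strongest RTX peaks by construction, the ratio of peak numbers was 0.221, the Jaccard index 0.337, shared peaks 30.4% and 37.4%, the RTX coding-gene share 93.8%, genes marked only in non-treated 209 and only in RTX 1269, and 7 lists lay above and 1 below the random range. Counting any overlap, shared peaks were 68.8% and 41.2%, and at 80% of the length 56.2% and 7.50%. Marked at 25%, 3687 genes were marked in both. Marked at 75%, 286 were marked in both, 11 only in non-treated and 1725 only in RTX. With no minimum length 42 were marked only in non-treated, and among genes of at least 20 kb the counts were 551 in both, 1 only in non-treated and 2067 only in RTX. Differences of named genes that changed sign with length-matched peaks were OAS3 (-8.56 points), NDUFC2 (-13.0), ZNF324B (-19.2), ZNF134 (-6.61), C3 (-1.55), CD4 (-5.97), LCK (-4.30), COL1A1 (-61.0), FN1 (-0.907) and DUT (-7.94), and IRF9 was higher in RTX by 48.8 points with a score of at least 20. The number of genes marked only in RTX exceeded that only in non-treated under every setting run. All of these settings but length matching left a longer covered length in RTX, which favours that order. Length matching filtered the RTX peaks only, so the repeated order is not independent evidence. The depth behind the peaks is not given in the files, so a gene without a peak may lie below what its library could detect.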

Other observations

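Gene families were chosen by symbol after the data were seen. Mitochondrial ribosomal protein genes averaged 25.8% in non-treated and 55.5% in RTX cells, with MRPL39 at 8.84% and 78% and MRPL46 at 4.63% and 70.4%. Proteasome subunits averaged 31.8% and 63.0%, CCT chaperonin subunits 26.8% and 66.0%, and nucleoporins 31.9% and 66.3%. Against random lists matched on coverage and length these families stood at percentiles 99.99, 99.7, 99.3 and 99.1, but with GC also matched at 95.8, 76.2, 81.0 and 69.5. Potassium channel genes averaged 6.93% and 10.9%, and keratin genes 1.56% and 4.63%, with KRT80 at 10.9% and 53.3%.

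Long noncoding RNA genes seldom carried the mark. Of 4914 such genes at least 5 kb long and more than 5 kb from coding genes, 5 were marked in non-treated and 41 in RTX cells, and 60.5% had no covered base in either. SNHG17 on chromosome 20 had 78.9% and 95.2%, and LINC02935 on chromosome 10 had 28.0% and 83.5%. Among the 14 genes of chromosome X marked in RTX cells were SLC25A6 (19.6% and 83.0%), EBP (4.96% and 78%) and HCFC1 (6.50% and 70.7%). Of the 26 genes marked only in non-treated cells, FAM90A1 (52.3% and none) and MAPK15 (83.2% and 35%) differed most. All these genes were named after their values were seen.

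The tests below were chosen after the results they bear on were seen, except those of GC content and weak peaks for the bases covered only in non-treated cells. The broader coverage in RTX cells had a ratio of covered lengths of 2.24. Different recovery of GC-rich DNA as its whole cause is argued against, since the lowest ratio in any GC class of coding genes was 1.44. A more sensitive RTX library reading the same profile and more of the mark after RTX cannot be told apart, because each group has 1 library, the files hold no reads to thin to equal depth and no spike-in was described. The study lists more reads for the RTX library, so depth and treatment go together.

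Chromosome X had the fewest peaks of any chromosome used in both libraries. Its coverage was also read in 1 kb bins at least 10 kb from any protein-coding or long noncoding RNA gene, at equal GC between 35 and 45%. There it was covered to 0.0421 times the share of autosomes in RTX and 0.00530 times in non-treated cells. Of its 43070 such bins, 11 held a peak in RTX and 2 in non-treated cells. Less transcription of X genes of these 2 types as the whole cause is argued against by these ratios, because such bins lie away from them. Other annotated gene types were not excluded. A candidate explanation is a copy number of X in these cells that the control did not match. Segments of chromosomes 8 (from 65 Mb), 10 (from 95 Mb) and 17 (from 40 Mb), taken as gained in HCT116 from general knowledge of its karyotype with bounds set after window values were seen, do not decide this: they were covered to 1.21, 1.34 and 3.23 times the share of other autosomes in RTX and 2.49, 2.1 and 3.06 times in non-treated cells. Mappability and the blacklist were not tested, and the treatment cannot account for a low seen in both groups.

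Bases covered only in non-treated cells lay in coding genes less often than those covered only in RTX cells, by 29.1 percentage points. The gap was 27.8 points at equal GC, 29.0 points without X and the segments taken as gained, 26.9 points with a score of at least 20 in both libraries, and 29.8 points when such peaks were set against all peaks of the other library. It shrank to 22.3 points with peaks of at least 1 kb and to 18.3 points with length-matched peaks, which filters the RTX peaks only. The equal-GC, score and segment values argue against GC content, peaks with a score below 20, and X with those segments, each as the whole cause. A score of 20 is the non-treated median, so weak peaks just above it were not tested. Part of the gap moved with the peaks that were kept. Background that differs between the libraries and an effect of the treatment stay open, untested.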
